A study of Homo sapiens with 33 samples. Its data were reported in "Identification of a new gene regulatory circuit involving B cell receptor activated signaling using a combined analysis of experimental, clinical and global gene expression data" (2016).

How the data were processed

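Expression was measured in BL2 cells on 33 Affymetrix HuGene arrays, 1 array per sample: 3 at 0 min without treatment and 3 each at 15, 30, 60, 90, 120, 180, 210, 240, 360 and 480 min after αIgM (13 µg/ml). The methods describe replicates as independent biological experiments. The values deposited by the authors are log2 intensities per probe set. According to the methods they come from background correction and variance-stabilizing normalization of probe intensities between arrays and summarization by median polish; the table does not restate this, and software versions and any filter on probe sets are not given in the sources used here. The table holds 21995 probe sets with 0 missing values, from 0.912 to 13.8. Array medians lay between 6.14 and 6.26 and standard deviations between 2.14 and 2.44, and 2 arrays correlated at 0.937 or more (across probe sets, which is not evidence from replicates). Arrays have no read depth, so that precision is set by 3 arrays per group. Gene symbols came from the platform annotation, updated by gene identifier: 19118 probe sets carried 1 symbol, 1718 several and 1159 none. For gene lists each of 18166 genes was represented by its brightest probe set (708 genes had more than 1). The genome build of the array is not named, so no coordinates were used.

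Among the arrays 3 had the smallest standard deviations, 15 min replicate 2 (2.25), 60 min replicate 2 (2.19) and 210 min replicate 2 (2.14). All arrays stayed in the analysis. The letter N follows the replicate number in 4 labels (120 min replicate 2, 240 min replicate 3, 360 min replicate 2 and 480 min replicate 2); its meaning is not given in the sources used here.

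One linear model with 11 groups was fitted to all arrays with limma 3.58.1 in R 4.3.3 (statmod 1.5.0), with empirical Bayes moderation of variances (22 residual and 6.32 prior degrees of freedom, prior SD 0.228) and Benjamini-Hochberg adjustment over all probe sets at 0.05. Comparisons were each time minus 0 min, the mean of 180, 210 and 240 min (middle window) minus 0 min, 480 min minus the middle window, and a moderated F test over all times. All differences from 0 min share the same 3 arrays, so overlaps between times were not interpreted. Grouping, comparisons, gene lists, thresholds and most alternatives were fixed before the data were examined.

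Gene lists were tested with camera at a preset correlation of 0.01, at a correlation estimated for each list, and with fry, for 36 lists and 4 comparisons (60 min, middle window, 480 min, 480 min minus middle window), adjusted over the 144 tests. Of the lists 10 are modules of the study, defined on other arrays, and 1 holds the 10 genes chosen there for qRT-PCR, all of them members of BCR.1. The LPS.1 and LPS.2 lists used here hold 36 and 34 genes, which are not the lengths in the table of modules, so their results hold only for the lists as used. The others were written from general knowledge for this work. Genes named as highest or lowest were taken from brightest probe sets with 1 symbol that passed and where each array of one group lay beyond each of the other. Members called over all probe sets are counted as rose or fell. The BCR.1 index is the array effect of a median polish over the measured module genes with its sign reversed. Groups were compared on it by exact two-sided permutation of arrays (220 splits for 3 against 9, smallest p 0.00455). This treats the arrays as exchangeable, although arrays of 1 replicate number may share an experiment.

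Alternatives were a block for the replicate number, fixed or random, median centring, quantile normalization, the brighter 50% of probe sets, 1 probe set per gene, only the groups compared, an intensity trend with robust moderation, array weights, a log2 difference of at least 1, and leaving out each replicate number, each 0 min array and the 4 N arrays. Leaving out the 3 arrays of smallest standard deviation and a block for the letter N were added after seeing the data. The 4 further lists (lysosome, FOXO targets, SLAM family and MHC class II) were also added then and are treated only in the closing part. To test chance, the arrays of each comparison were regrouped, in all 10 ways for 3 against 3 and in up to 100 drawn ways otherwise, and the model was fitted again. Regroupings took no account of replicate numbers.

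The procedure was tested on simulated data of the same layout, with 50 genes changed per size among 21995. At a log2 difference of 0.5, 1, 2 and 4 it recovered 12%, 82%, 98% and 100% at 60 min and 44%, 86%, 98% and 100% in the middle window. For 480 min minus the middle window it recovered 30%, 88%, 98% and 100%.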

Results

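BL2 cells, a Burkitt lymphoma line, were exposed to antibody fragments against IgM (αIgM, 13 µg/ml), which cross-link the B cell receptor (BCR) at the cell surface. Expression was measured on 33 HuGene arrays, 3 before treatment (0 min) and 3 at each of 10 times from 15 to 480 min, with replicates described as independent experiments. The series holds no untreated arrays after 0 min, so an effect of αIgM and one of time in the fresh medium in which the cells were resuspended cannot be told apart, and every change is given as a difference from 0 min.

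Of 21995 probe sets, 3365 (15.3%) changed at some time in the moderated F test. At 15 and 30 min limma called 0 probe sets, while 389 and 263 had an unadjusted p under 0.05. The first calls came at 60 min, 36 probe sets, all of them higher (232 were lower at an unadjusted p under 0.05). Timing and direction of these early calls depend on how arrays are weighted: with array weights limma called 844 probe sets at 15 min, 433 at 30 min, and 1655 higher and 1083 lower at 60 min. At 15 min replicates 1, 2 and 3 had weights of 3.17, 0.244 and 0.326, and at 60 min of 4.01, 0.149 and 1.12. At these times the weighted calls thus rest largely on replicate 1, and regrouping was done without weights. Genes are named as highest or lowest among those that passed with no overlap between the arrays compared, each by its brightest probe set with 1 symbol. Calls then went in both directions: 292 higher and 103 lower at 90 min, 313 and 102 at 120 min, 522 and 353 at 180 min, 646 and 623 at 210 min, 889 and 922 at 240 min, and 1144 and 980 at 360 min. At 480 min 1351 probe sets were higher and 847 lower. The balance at 210 min moved with the arrays: 1279 higher and 535 lower without all arrays of replicate 2, 213 and 98 without those of replicate 1, and 251 and 435 without those of replicate 3.

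**Figure D1:**
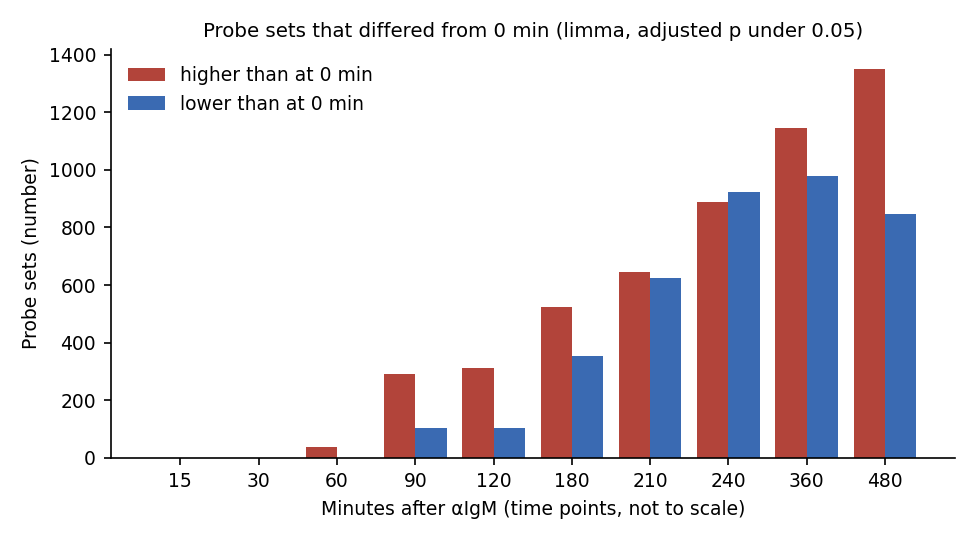
Number of probe sets higher or lower than at 0 min at each time after αIgM (limma, Benjamini-Hochberg adjusted p under 0.05, n = 3 arrays per time). The 3 arrays at 0 min are shared by all times.

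The response at 60 min was one of immediate early genes. FOS and FOSB, subunits of the AP-1 transcription factor, rose together with the zinc finger factor EGR3 and the orphan nuclear receptors NR4A1 and NR4A3. RGS1, which dampens signalling of G protein-coupled receptors, and HES1, a repressor downstream of Notch, rose at the same time. Genes of negative feedback on kinases rose as early, among them those of the MAP kinase phosphatases DUSP1 and DUSP10. The activation markers CD69 and CD83 and the serum-induced kinase SGK1 also rose. FOS rose most, by 4.10 ± 0.64 (SE) on the log2 scale (17.2-fold, adjusted p 0.00101), ahead of RGS1 (3.69, adjusted p 0.000446), FOSB (3.52), EGR1 (3.44), CD69 (3.27), EGR3 (3.25), NR4A3 (2.92), NR4A1 (2.69), HES1 (2.62) and PPP1R15A (2.28, adjusted p 4.99e-05). SGK1 was higher by 2.06, DUSP10 by 1.74, DUSP1 by 1.60 and CD83 by 1.17. MYC did not pass at this time (-0.16, adjusted p 1), and neither did any of the mitotic genes taken up further on. Without 0 min replicate 1 EGR1 and CD69 no longer passed, at differences still of 3.13 and 2.96 (adjusted p 0.0743 and 0.155), nor did CD69 without 0 min replicate 3 (3.35, adjusted p 0.0653). Without all arrays of replicate 1, 0 probe sets passed, without those of replicate 3, 12 did, and without those of replicate 2 the count was 76 higher and 14 lower.

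As groups, immediate early genes were the most strongly raised at 60 min (10 of 21 rose, median 0.76, camera adjusted p 1.81e-46). Genes of signalling feedback (6 of 18, median 0.21, adjusted p 1.91e-15), cytokines and chemokines (median 0.29, adjusted p 1.32e-05) and B cell activation and plasmablast genes (4 of 15, median 0.21, adjusted p 1.32e-06) were raised too. No single cytokine gene passed among all probe sets at this time, and 3 of 14 did when adjusted over that list alone. NF-kB targets and regulators (median 0.41, adjusted p 2.26e-09) and cholesterol synthesis genes (median 0.23, adjusted p 2.91e-06, 0.417 without all arrays of replicate 3) were higher at the preset correlation between genes of 0.01. Both lost the call with an estimated one (adjusted p 0.0717 and 0.227). Small shifts of the same standing were seen for the BCL2 family (median 0.10, adjusted p 0.0497, 0.157 with the estimated correlation), glycolysis (0.04, 0.0135, 0.964), stromal markers (0.10, 0.0454, 0.472) and the study modules BCR.2 (0.05, 0.0474, 0.964) and IL21.1 (-0.04, 0.0318, 0.964). None of these 5 small shifts was stable to leaving out 1 array of 0 min: without replicate 1 the BCL2 family (adjusted p 0.105), stromal markers (0.145) and IL21.1 (0.992) lost the call, without replicate 2 BCR.2 (0.0837), and without replicate 3 glycolysis (0.258). BCR.2 also turned negative without 0 min replicate 3 (adjusted p 0.992) and without all arrays of replicate 3 (0.00301), as did glycolysis without the latter (0.999), while IL21.1 turned positive (0.00315) and stromal markers negative (0.763) without all arrays of replicate 2. Of the 44 group calls among the 36 lists, 13 held with the estimated correlation: immediate early genes at 60 min, signalling feedback and B cell activation at 60 min, in the middle window and at 480 min, cytokines at 60 min and in the middle window, cholesterol synthesis in the middle window and at 480 min, and NF-kB and DNA replication genes between the middle window and 480 min.

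**Figure D2:**
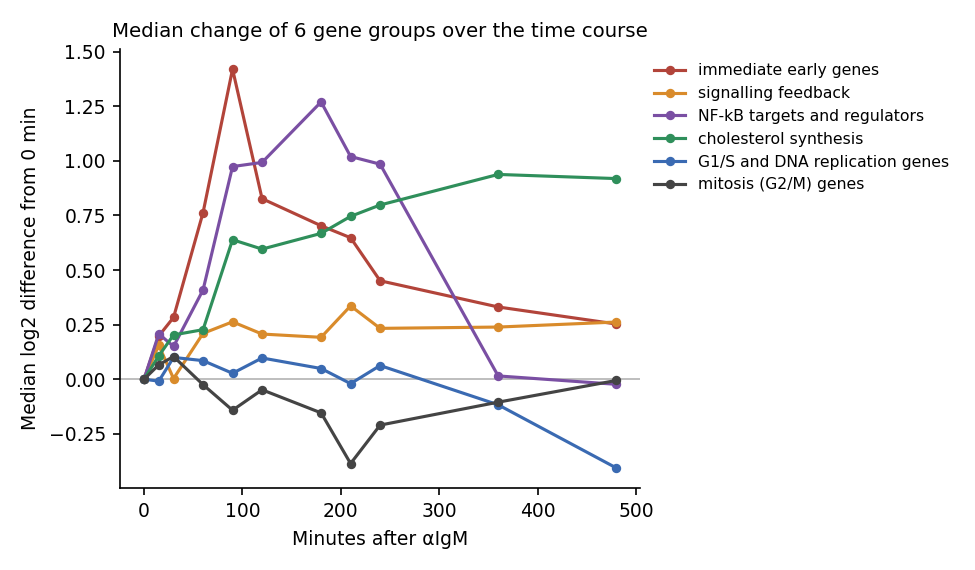
Median log2 difference from 0 min of 6 gene groups at each time after αIgM. Each point is the median over the measured genes of a group, from means of 3 arrays.

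The response at 180 to 240 min, averaged as the middle window, was broader and included falls. SLAMF7 and LY9, receptors of the SLAM family, rose together with CCR7, the receptor that guides lymphocytes to T cell zones, and CD1C, which presents lipid antigens. TENT5C, which lengthens the poly(A) tails of transcripts for secreted proteins, the repressor BHLHE40 and the nuclear ERK phosphatase DUSP5 rose to a like extent. Among the genes that fell were HEY2, a repressor in the Notch pathway, TXNIP, which limits glucose uptake, TNFSF8, the ligand of CD30, and SLAMF6, a further receptor of the SLAM family. In all 976 probe sets were higher and 920 lower. SLAMF7 rose by 5.98 ± 0.42 (SE) on the log2 scale (63.1-fold, adjusted p 3.14e-11), followed by RGS1 (4.80), TENT5C (4.59), CCR7 (4.58), CD1C (4.00), BHLHE40 (3.98), DUSP5 (3.94), LY9 (3.85), PHLDA1 (3.51) and SGK1 (3.34). The lowest were HEY2 (-2.54, adjusted p 7.28e-07), TXNIP (-2.41), KIAA0040 (-2.31), RNF144B (-2.25), TNFSF8 (-2.18), SLAMF6 (-2.13), MLLT3 (-2.04), KLHL14 (-2.01), BEST3 (-2.00) and TRIM8 (-1.96). Without 0 min replicate 2 or 3, 1168 and 1222 probe sets passed in place of 1896, and without all arrays of replicate 1, 2 or 3, 551, 3048 and 886 did. The balance moved with them, to 574 higher and 648 lower without 0 min replicate 3, 363 and 188 without all arrays of replicate 1, 1773 and 1275 without those of replicate 2, and 389 and 497 without those of replicate 3. Without the 3 arrays with the smallest standard deviation, a choice made after seeing the data, 3455 passed.

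Inflammatory and survival genes were among those that rose. TNFAIP3 and NFKBIE, which restrain NF-kB, rose by 2.63 and 2.21, the survival factor BCL2A1 by 2.17 and the adaptor TRAF1 by 1.92. TNF (2.45), LTA (2.02) and the chemokines CCL3 (2.16) and CCL22 (2.10) rose as well, and cytokines as a group passed (4 of 14 rose, median 0.29, adjusted p 4.45e-06). B cell activation genes (8 of 15, median 0.58, adjusted p 5.88e-11) included GPR183 (2.69), which positions activated B cells, and signalling feedback (7 of 18, median 0.21, adjusted p 6.87e-07) included SPRED1 (1.85). Cholesterol synthesis genes rose (10 of 16, median 0.71, adjusted p 1.55e-14), with the sterol carrier STARD4 at 1.66 and the enzymes SC5D at 1.55, CYP51A1 at 1.48 and HMGCS1 at 1.22. NF-kB genes (8 rose and 1 fell of 15, median 1.18) passed at adjusted p 5.99e-09 and not with the estimated correlation (0.0717). The same held for immediate early genes (9 of 21 rose, median 0.61, adjusted p 2.04e-07, 0.0717 estimated) and for genes of the unfolded protein and amino acid stress response (9 of 15, median 0.87, adjusted p 8.04e-08, 0.0894 estimated), among them DDIT3 (2.94) and the chaperone HSPA5 (1.44).

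The study's module BCR.2, drawn from genes raised by αIgM in other arrays of the same line, rose here in 116 of 259 measured genes and fell in 1 (median 0.52, adjusted p 4.79e-47, 0.115 with the estimated correlation). Its members included SGK1, TFEC (3.31), a relative of the lysosomal regulator TFEB, the uridine phosphorylase UPP1 (2.44) and GPR137B (2.00). Fry, a rotation test of whether a list changed at all and not of whether it changed more than other genes, gave an adjusted p of 0.000699 for it. Module IL21.1 was slightly higher (9 rose and 2 fell of 141, median 0.16, adjusted p 0.000505, 0.964 estimated). It lost the call without 0 min replicate 3 (0.0736) and without all arrays of replicate 3 (0.783). Genes of B cell identity moved in both directions. The germinal centre factors BCL6 and MYBL1 fell by 1.38 and 1.85 on the log2 scale and ELL3 by 1.79, while IL21R rose by 1.68, and of 15 germinal centre genes 4 rose and 5 fell (adjusted p 0.457). For that group the median was 0.04 while the mean and the test pointed down. BCR pathway components were split likewise (3 rose and 3 fell of 20, adjusted p 0.526), with the inhibitory phosphatase PTPN6 (1.31) and CD22 (1.20) higher and the receptor chain CD79B (-1.16) and the adaptor DAPP1 (-0.97) lower. Among p53 targets (2 rose and 3 fell of 17, adjusted p 0.376) the cell cycle inhibitor CDKN1A rose by 1.46 and the kinase gene PLK3 by 1.04, while RRM2B (-1.31) and GADD45A (-1.21) fell.

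In the middle window 7 of 32 mitotic (G2/M) genes fell and 0 rose (median -0.23, adjusted p 1.19e-06), a group call that was lost with the estimated correlation (adjusted p 0.487) and had a fry adjusted p of 0.0249. KIF20A, the kinesin that drives cytokinesis, fell by 1.58 on the log2 scale, and NEIL3, a glycosylase of S and G2 phase, by 1.34. HMMR, which organizes the spindle, and CDC20, the activator of the anaphase-promoting complex, fell as well, and so did the phosphatase CDC25B (-0.85), which promotes entry into mitosis. MYC itself, constitutively driven in Burkitt lymphoma by its translocation, was lower too (-0.996 ± 0.16 SE, adjusted p 5.07e-05), at -0.84 at 180 min, -1.02 at 210 min, -1.13 at 240 min and -1.01 at 360 min. The study's module BCR.1, genes lowered by αIgM in other arrays of this line, fell in 43 of 275 measured genes and rose in 1 (median -0.25, adjusted p 9.36e-13). That call was lost as well with the estimated correlation (0.713), and fry gave 0.130. Without 0 min replicate 1 or 2, 17 and 24 of its genes fell, without all arrays of replicate 1 or 3, 3 and 24 did, and after quantile normalization 83 did, with the list lower in each of these. Its fall did not rest on the listed G2/M genes alone: 39 of the 261 BCR.1 genes outside the G2/M list fell (median -0.25), against 4 of the 14 shared genes (-0.30), and of the 18 G2/M genes outside the module 3 fell (-0.16). The study assigns more of the module's genes to mitosis and the cell cycle than these 14. Whether genes without a mitotic role fell was therefore not tested.

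Of the 10 mitotic genes the study chose from BCR.1 for qRT-PCR, 3 passed as lower in the middle window, and all 10 differences were negative. At 180 min, the time of that qRT-PCR, none of the 10 passed (median -0.26). Changes of this size can be missed: in the simulation 44% of differences of 0.5 were recovered in the window. HMMR fell by 0.91 on the log2 scale (adjusted p 0.000318), CDC20 fell by 0.57 (adjusted p 0.00417) and AURKA fell by 0.42 (adjusted p 0.0288). AURKA no longer passed when 0 min replicate 1, 2 or 3 was left out, at differences of -0.36, -0.44 and -0.47 (adjusted p 0.184, 0.0985 and 0.0634), nor did CDC20 without 0 min replicate 1 (-0.47, adjusted p 0.0743). Without all arrays of replicate 1 none of the 10 passed, HMMR at -0.81 (adjusted p 0.111), and without those of replicate 3 only 1 did, against 5 after quantile normalization. PLK1 had a mean difference of -0.77 that did not pass in the window (adjusted p 0.101), and fell at 240 min alone (-1.22, adjusted p 0.0249). NEK2 (-0.33), BUB1B (-0.29), TTK (-0.14), BIRC5 (-0.17), TACC3 (-0.26) and KIF14 (-0.34) did not pass. As a group the 10 genes were lower (median -0.34, adjusted p 6.29e-05, 0.211 with the estimated correlation, fry 0.00276). They were picked from the module by their function, so this group is not independent of BCR.1.

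**Figure D3:**
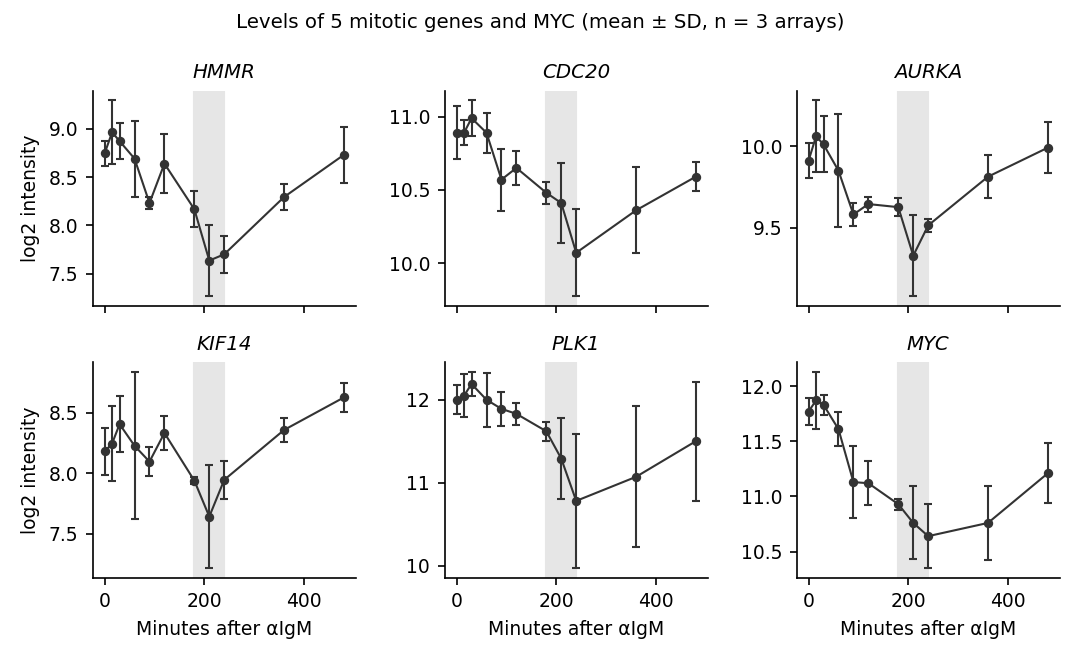
log2 intensity of PLK1, AURKA, CDC20, HMMR, KIF14 and MYC at each time after αIgM (mean ± SD, n = 3 arrays). The grey band marks 180 to 240 min.

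The BCR.1 index, a single value per array that is higher the lower the module's genes are expressed, averaged 0.241 above 0 min in the middle window (SD 0.25 over 9 arrays and 0.138 at 0 min). Although 7 of these 9 arrays lay above all 3 arrays at 0 min, the difference did not pass (exact permutation p 0.191). The index was 0.202 at 90 min and 0.188 at 180 min (exact p 0.1 each, the smallest that 3 against 3 arrays can give), 0.376 at 210 min, 0.158 at 240 min and 0.0199 at 480 min. Replicate 2 of 210 min stood at 0.873, which set the spread of the window. After quantile normalization the difference of the window was 0.272 (exact p 0.00455, the smallest that 220 splits can give) and without the 3 arrays of smallest standard deviation, left out after seeing the data, 0.155 (exact p 0.0485). Over all alternatives run p lay between 0.00455 and 0.5, so whether the index rose depends on the scaling and on these arrays. The permutation also treats all arrays as exchangeable, while the 9 arrays of the window carry only 3 replicate numbers. Where arrays of 1 number share an experiment, these p-values may be too small.

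**Figure D4:**
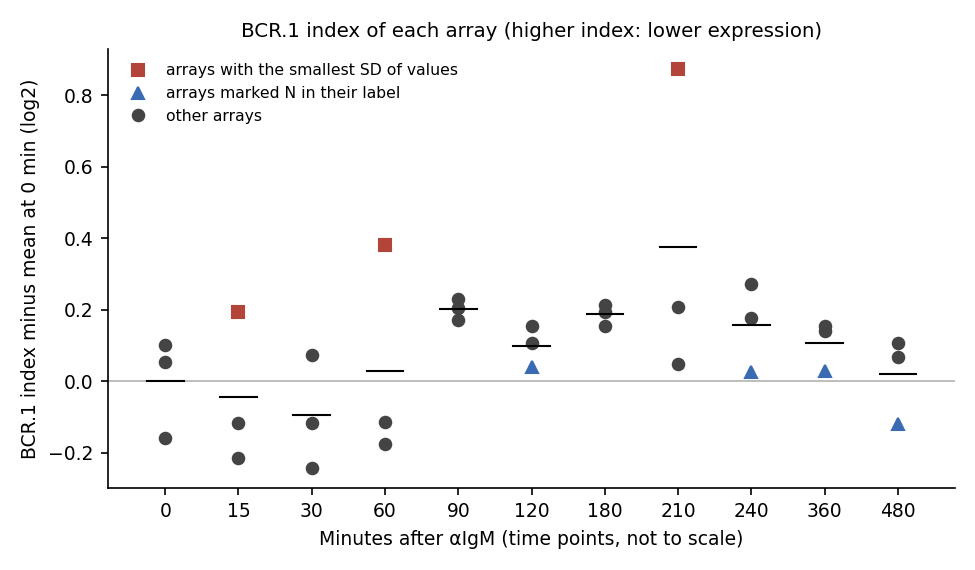
BCR.1 index of each of the 33 arrays relative to the mean of the 3 arrays at 0 min; a higher index means lower expression of the module. Squares are the 3 arrays with the smallest standard deviation of values and triangles the 4 arrays with the letter N in their label.

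At 480 min ATP6V0A1, a subunit of the proton pump that acidifies lysosomes, the transcription factor TFEC and the lysosome-associated glycoprotein GPNMB rose, as did CEMIP2, a hyaluronidase of the cell surface. DEPTOR, an inhibitor of mTOR, was among the genes that fell furthest, with BMP7, a ligand of the TGF-β family, the Ras-like RERG and the transcription factor NFIA. SLAMF7 stood at 5.38 ± 0.51 (SE, 41.7-fold, adjusted p 1.74e-08), RGS1 at 4.47, CD1C at 4.44, TENT5C at 4.27, CCR7 at 4.26, ATP6V0A1 at 4.04, CEMIP2 at 3.95, TFEC at 3.91, GPNMB at 3.78 and DUSP5 at 3.72. The lowest were MLLT3 (-3.07, adjusted p 2.07e-07), NREP (-3.06), DEPTOR (-3.05), ZNF385B (-2.64), RERG (-2.62), NCKAP5 (-2.59), BMP7 (-2.50), NFIA (-2.40), MNS1 (-2.37) and TNFSF8 (-2.32). Without 0 min replicate 2, 1453 probe sets passed in place of 2198, and without all arrays of replicate 1 or 3, 677 and 967 did.

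Sterol synthesis genes were higher at 480 min than at 0 min (14 of 16 genes, median 0.92, adjusted p 5.44e-20), led by STARD4 (2.39), CYP51A1 (2.21), SC5D (1.94) and MSMO1 (1.77). Genes of G1/S and DNA replication were lower instead (9 of 24 fell, median -0.41, adjusted p 2.26e-09, 0.107 with the estimated correlation), among them E2F2 (-1.49), E2F1 (-1.25), the uracil glycosylase UNG (-1.05) and the licensing factor CDT1 (-0.94). Receptor signalling genes moved in both directions: PTPN6 was higher by 2.75, while the kinase SYK (-1.55), the inhibitory Fc receptor FCGR2B (-1.27) and CD79B (-1.06) were lower. Of the germinal centre genes ELL3 (-2.11) and MME (-1.53) were lower and RGS13 was higher (1.45). The survival gene BCL2 was higher by 1.5 and BIK, of opposite function, by 1.33, while BCL2L1 fell by 1.41 on the log2 scale. Signalling feedback (6 of 18 rose, adjusted p 7.99e-05) and B cell activation genes (6 of 15, adjusted p 1.87e-05) stayed raised. Module BCR.2 was higher (113 rose and 2 fell, median 0.59, adjusted p 2.18e-32, 0.227 estimated), with RRAGD (2.79), a GTPase that places mTOR at the lysosome, and EMP3 (2.77). IL21.1 (median 0.26, adjusted p 4.77e-06, 0.964 estimated), stress response genes (0.82, 1.95e-06, 0.146), cytokines (0.08, 0.0277, 0.0717), cell cycle inhibitors (0.22, 0.0304, 0.0803) and immediate early genes (0.25, 0.0482, 0.780) passed with the preset correlation only. The last 3 lost the call without 0 min replicate 1 (adjusted p 0.0594, 0.0616 and 0.160), and immediate early genes also with the replicate number as a block (0.0599). Module BCR.1 did not pass (1 rose and 17 fell, median -0.07, adjusted p 0.0854), though it did so as lower after quantile normalization (0.000853) and without 0 min replicate 3 (0.00211), the N arrays (0.00148) or all arrays of replicate 2 (0.00216) or 3 (0.00522), nor did the 10 qRT-PCR genes (adjusted p 0.580), of which TACC3 fell (-0.60, adjusted p 0.00293). TACC3 lost the call without all arrays of replicate 1 (-0.55, adjusted p 0.177) or 3 (-0.63, adjusted p 0.0586). MYC stood at -0.56 (adjusted p 0.0657).

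Between the middle window and 480 min NF-kB genes fell, among them TNF (-1.65), BCL2A1 (-1.23) and NFKB1 itself (-1.13). DNA replication genes fell over the same interval, while mitotic genes were higher, a group call that was lost with the estimated correlation (adjusted p 0.529). LRRK2, a kinase active on lysosomes, and SESN3, which holds back mTOR in starved cells, led the genes that rose, and HEY2 regained much of its earlier loss. In all 1003 probe sets were higher at 480 min and 444 lower. LRRK2 rose by 2.14 ± 0.26 (SE, adjusted p 3.27e-06), SESN3 by 2.05, HEY2 by 2.04, the pseudogene CMAHP by 1.93 and the potassium channel gene KCNA3 by 1.81, while NCKAP5 (-2.23, adjusted p 1.82e-08), ZNF165 (-2.01), NREP (-1.96), ZNF385B (-1.95) and DEPTOR (-1.77) fell. ATP6V0A1 rose by 2.15 with arrays that overlapped. The 4 arrays with the letter N, which lie at 120, 240, 360 and 480 min and whose meaning is not given in the sources used here, bear on this comparison: without them 927 probe sets passed in place of 1447, and 783 of the 1447 (54.1%) passed with the same sign. Without all arrays of replicate 1 or 3, 221 and 626 passed, and without the 3 arrays of smallest standard deviation 2532 did.

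NF-kB genes (10 of 15 fell, median -0.86, adjusted p 2.35e-12, 0.0272 with the estimated correlation) and G1/S and DNA replication genes (13 of 24 fell, median -0.48, adjusted p 3.99e-17, 0.0236) were lower under both correlations. Among the latter were E2F1 (-1.28), CHAF1A (-1.02), CDT1 (-0.88) and CDC6 (-0.86). Mitotic genes were higher (8 of 32 rose, median 0.27, adjusted p 2.67e-06, 0.529 estimated, fry 0.0380), with KIF20A at 1.24, CDC25C at 0.95 and CENPE at 0.91. The 10 qRT-PCR genes moved the same way (median 0.31, adjusted p 0.00388, 0.472 estimated, fry 0.0255): HMMR rose by 0.90 (adjusted p 0.000729), KIF14 by 0.78 (adjusted p 0.00485) and AURKA by 0.50 (adjusted p 0.0107, 0.152 without the arrays marked N). Without all arrays of replicate 1 HMMR, KIF14 and AURKA lost the call (adjusted p 0.0657, 0.139 and 0.141). KIF14 and AURKA lost it without those of replicate 3 (0.0905 and 0.119), and AURKA without those of replicate 2 (0.0524). TTK (0.52, adjusted p 0.0555) and MYC (0.43, adjusted p 0.112) did not pass. BCR.1 rose (33 rose and 3 fell of 275, median 0.20, adjusted p 1.81e-06, 0.964 estimated, fry 0.383, and 0.271 without all arrays of replicate 2). That count was 10 and 5 without the N arrays, 5 and 1 without all arrays of replicate 1, 23 and 15 without those of replicate 2, 13 and 1 without those of replicate 3, and 53 and 4 after quantile normalization. The index differed by -0.221, which did not pass (exact permutation p 0.205). Cell cycle inhibitors were higher (4 of 12 rose, median 0.11, adjusted p 0.0242, 0.0717 estimated), with CCNG2 at 1.04 and TOB1 at 1.02, and so was sterol synthesis (9 of 16 rose, median 0.51, adjusted p 1.75e-06, 0.215 estimated). PRDM1, the driver of plasma cell fate, rose by 1.77 while the activation marker CD83 fell by 0.94 on the log2 scale. Ribosome biogenesis (median -0.24, adjusted p 0.000640, 0.531 estimated), immediate early genes (-0.28, 0.00217, 0.391) and cytokines (-0.13, 0.0398, 0.0894) were lower, and IL21.1 was higher (0.13, 0.0277, 0.964), with the preset correlation only, and without the N arrays IL21.1 (adjusted p 0.365), cytokines (0.0781) and cell cycle inhibitors (0.0707) lost the call. IL21.1 turned lower without all arrays of replicate 2 (0.0460), and immediate early genes lost the call there (0.170). Cytokines lost it without those of replicate 1 (0.0606) or 3 (0.0763), and cell cycle inhibitors without those of replicate 3 (0.0743).

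The other groups did not pass in the middle window. These were the MYC network (adjusted p 0.253), ribosome biogenesis (0.194), MYC-driven metabolism (0.637), G1/S and DNA replication (0.827), cell cycle inhibitors (0.758), the BCL2 family (0.146), glycolysis (0.666), heat shock genes (0.723), interferon response genes (0.758) and housekeeping genes (0.580). The modules of other stimuli did not pass there either: CD40.1 (0.580), CD40.2 (0.925), IL21.2 (0.874), BAFF.1 (0.901), BAFF.2 (0.798), and, for the lists as used here, LPS.1 (0.602) and LPS.2 (0.963). Some of these lists passed with arrays left out. Ribosome biogenesis was higher without all arrays of replicate 2 (0.0191) or the 3 arrays of smallest standard deviation (0.0208). Without all arrays of replicate 3 CD40.1 (0.00176) and BAFF.1 (0.0139) were lower and BAFF.2 was higher (0.0459). BAFF.1 was higher without those of replicate 2 (0.0462). Of the MYC network only MYC and its antagonist MXI1 fell, MXI1 by 0.46 on the log2 scale though not past the threshold when 0 min replicate 2 was left out (-0.39, adjusted p 0.0675). MXI1 also lost the call without all arrays of replicate 1 (-0.38, adjusted p 0.31) or 3 (-0.52, adjusted p 0.0655). The glucose transporter SLC2A3 rose by 2.87 and SLC2A1 fell by 0.67 on the log2 scale, while BCL2 was higher by 1.68. Markers of T cells (0.580), NK cells (0.335), myeloid cells (0.798) and stroma (0.676), did not pass as groups in the window. Test direction, mean and median disagreed in sign in 16 list results, none of which passed, among them MYC-driven metabolism, cell cycle inhibitors, interferon response and BAFF.1 in the window and NF-kB genes at 480 min (5 rose and 2 fell, median -0.02, mean 0.18, adjusted p 0.651).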

Values the study reported

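The paper's table of gene modules lists 288 genes for BCR.1 and 286 for BCR.2, 288 and 71 for CD40.1 and CD40.2, 255 and 122 for BAFF.1 and BAFF.2, 148 and 13 for IL21.1 and IL21.2, and 34 and 37 for LPS.1 and LPS.2 (the lists of these 2 modules analysed here have other lengths). It selected PLK1, AURKA, NEK2, BUB1B, CDC20, MPS1 (TTK), BIRC5, HMMR, TACC3 and KIF14 (written KIF14A) from BCR.1 and measured them by qRT-PCR after 3 h of αIgM.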

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

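At 60 min 36 probe sets were higher and 0 lower than at 0 min in limma, while 417 were higher and 232 lower at an unadjusted p under 0.05. With array weights, which gave 60 min replicate 2 a weight of 0.149 and replicate 1 one of 4.01, 1655 were higher and 1083 lower. The first explanation was that arrays with a small standard deviation of values widened the spread and hid falls: without the 3 arrays of smallest standard deviation, left out after seeing the data, 12 of 99 calls (12.1%) were lower, as this explanation predicts. The second, many small falls under the threshold, stays open. The 232 lower probe sets lay below 286, the median over higher and lower counts of the 9 other splits of the 6 arrays. By the rule written beforehand this speaks against small falls, but these counts ranged from 90 to 3155 (the lower ones from 99 to 3155). The rule was tightened after that value was seen, and with so wide a range the test is read as unable to decide.

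Replicate 2 of 210 min had a BCR.1 index 0.746 from the mean of the other 2 arrays of its time, against 0.292 after quantile normalization (39.1% of the distance), so its compressed values account for part of it. Its index then was 0.569 and the other 8 arrays of the window reached at most 0.296, which leaves open whether this explains all. BCR.1 genes are bright, and bright genes in general were low on that array: 10000 random lists matched on brightness had a median deviation of -0.617 (lowest -0.739) against -0.72 for BCR.1 and -0.109 for all genes. BCR.1 lay at percentile 0.05 of these lists. Random lists lack the correlation between BCR.1 genes (estimated at 0.438), so their spread may be too narrow for such a module. Whether brightness alone accounts for the deviation thus stays open. A stronger response of that culture in both directions was not seen: of the probe sets called in the window without this array, 24.6% of 1494 higher and 61.1% of 1351 lower ones deviated in their own direction. Choosing the calls on the other arrays can enlarge their differences there and so lower both shares. The test thus leans against a stronger response and does not decide it.

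Between the middle window and 480 min 1447 probe sets differed, with LRRK2 (2.14), SESN3 (2.05), HEY2 (2.04), CMAHP (1.93) and KCNA3 (1.81) highest and NCKAP5 (-2.23), ZNF165 (-2.01), NREP (-1.96), ZNF385B (-1.95) and DEPTOR (-1.77) lowest. HMMR (0.90), KIF14 (0.78) and AURKA (0.50) rose, while NF-kB genes (median -0.86) and G1/S and DNA replication genes (median -0.48) fell. Without the 3 arrays of smallest standard deviation 99.8% of the 1447 calls passed with the same sign. Of these arrays only 210 min replicate 2 enters the comparison, and the others bear on its error alone. Without them 2532 probe sets passed, so calls were easier to keep and the test says little about these arrays as the source. Time in fresh medium without αIgM cannot be judged, since 0 unstimulated arrays exist after 0 min. Without the 4 N arrays, a test chosen after the values were known, the median call kept 97.6% of its log2 difference (quartiles 87.4% and 108%), which speaks against these arrays as the whole source, although the calls rest partly on the arrays that remain. The 664 calls that did not pass then had a median size of 0.540 (SE 0.194) in place of 0.616 (SE 0.165), all 664 with the same sign, so they ended by a smaller difference and a larger error, and a share of the N arrays in them stays open.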

How the results depend on the processing

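Of the 319 named gene results past the threshold none turned direction with a replicate block, median centring, quantile normalization, other probe sets or arrays left out. They were not tested with array weights, an intensity trend or only the groups compared. A replicate block leaves the differences unchanged in this balanced layout. Genes named as highest or lowest were chosen for arrays without overlap, so leaving arrays out could not turn them. With the replicate number as a block 319 of 319 passed again, with quantile normalization 317 (DUSP2 and GPR183 at 60 min did not), and 438 of 2552 tests with arrays left out lost the call. On other probe sets of the same gene 13 of 13 passed. Of 400 tests of named genes that had not passed, 18 did. Of 323 counts 224 stayed within a factor of 1.5. Of 616 list results past the threshold 516 stayed, 92 lost the call and 8 turned; of 1396 not past it 51 passed in the same direction and 12 in the other. Sign changes where neither value passed (41 of 3950 gene and index tests, 153 of 2012 list tests) are not counted as changes.

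Arrays of replicate numbers 1 and 2 resembled arrays of their own number best in 11 of 11 cases each and those of number 3 in 0 of 11, with median r across probe sets of 0.177, 0.144 and 0.0348. The numbers thus share structure for 2 of 3, and pairing over all 3 was not established. A replicate block changed the count at 90 min beyond a factor of 1.5, to 606 from 395. With it the BCL2 family at 60 min (adjusted p 0.0551) and immediate early genes at 480 min (0.0599) lost the call.

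Quantile normalization gave 646 probe sets at 90 min, 661 at 120 and 1930 at 210 min, and 5 qRT-PCR genes in the middle window. It moved the BCR.1 index difference of the window to 0.272 (exact permutation p 0.00455, the smallest possible, with arrays taken as exchangeable). Of the lists past the threshold at 480 min 69.2% were then higher, against 90%. The number higher was 9 in both, while 4 were lower in place of 1. With median centring AURKA no longer passed in the window (adjusted p 0.0752).

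Fits of only the groups compared gave 8 probe sets at 30 min, 15 at 60, 787 at 90, 1282 at 120, 2063 at 180 and 517 at 210 min, and 909 for 480 min minus the window. Array weights (gene-by-gene estimator, as the default did not converge) gave 844 at 15 min, 433 at 30, 2738 at 60 (1655 higher, 1083 lower), 1875 at 90, 3453 at 120, 5612 at 180, 6175 at 210, 3853 at 240, 6975 at 360 and 6915 at 480 min, 6830 in the window, 4688 for 480 min minus the window and 11398 over the course. A log2 difference of at least 1 left 205 at 90 min, 238 at 120, 401 at 180, 566 at 210, 679 at 240, 841 at 360 and 820 at 480 min, 521 in the window and 261 for 480 min minus the window.

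Leaving out all arrays of 1 replicate number, or 1 array of 0 min, gave these lowest and highest counts: 0 and 3 at 15 min, 0 and 6 at 30, 0 and 90 at 60, 116 and 514 at 90, 102 and 594 at 120, 195 and 1453 at 180, 311 and 1814 at 210, 354 and 3387 at 240, 661 and 2259 at 360, 677 and 2524 at 480 min, 551 and 3048 in the window, 221 and 1852 for 480 min minus the window, and 889 and 5155 over the course. The lowest counts mostly came without replicate 1 and the highest without replicate 2. qRT-PCR genes called ranged from 0 to 4 in the window and from 0 to 3 between the window and 480 min. Lists past the threshold at 60 min ranged from 8 to 21.

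List results that turned direction in one of these runs did so mostly at 60 min without replicate 2: BCR.1, CD40.1, IL21.1 and BAFF.1 became higher (adjusted p 0.000938, 0.000137, 0.00315 and 4.31e-05), G2/M genes became higher (0.0427) and BAFF.2 and stromal markers lower (0.0347 and 0.763). BAFF.1 became higher in the window (0.0462), and BCR.2 and IL21.1 lower between the window and 480 min (0.00835 and 0.0460). Without replicate 3 BCR.2 and glycolysis became lower at 60 min (0.00301 and 0.999), and without 0 min replicate 3 BCR.2 did (0.992). Over these runs (a replicate number or a 0 min array left out) the adjusted p at 60 min ranged from 6.68e-10 to 0.720 for BCR.1, from 4.99e-05 to 0.935 for CD40.1, from 3.95e-09 to 0.992 for IL21.1, from 4.31e-05 to 0.895 for BAFF.1, from 0.000321 to 0.890 for BAFF.2, from 0.00219 to 0.776 for G2/M genes, from 1.39e-16 to 0.992 for BCR.2, from 0.000138 to 0.999 for glycolysis and from 0.00282 to 0.763 for stromal markers. In the window BAFF.1 ranged from 0.0139 to 0.896. For 480 min minus the window the ranges were 4.10e-09 to 0.271 for BCR.1, 0.00835 to 0.600 for BCR.2 and 3.13e-05 to 0.0460 for IL21.1.

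Without the 4 N arrays 927 probe sets passed for 480 min minus the window, and 5 qRT-PCR genes in the window. IL21.1 lost its call for the former (0.365), as did cytokines (0.0781) and cell cycle inhibitors (0.0707), and BCR.2 (0.0503), the BCL2 family (0.0521) and stromal markers (0.0599) lost theirs at 60 min. At 480 min cell cycle inhibitors lost the call (0.0821) and BCR.1 passed as lower (0.00148). With N as a block, added after seeing the data, 1767 passed for 480 min minus the window.

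Without the 3 arrays of smallest standard deviation, also added then, counts were 10 at 30 min, 99 at 60, 890 at 90, 970 at 120, 1768 at 180, 2052 at 210 (1474 higher, 578 lower), 3335 at 240, 3445 at 360 and 3708 at 480 min, 3455 in the window, 2532 for 480 min minus the window and 5654 over the course. There 5 qRT-PCR genes changed between the window and 480 min, 20 lists passed at 60 min, and the index difference of the window was 0.155 (exact permutation p 0.0485). At 60 min BCR.1 (0.000450), CD40.1 (9.98e-05), IL21.1 (0.00327), BAFF.1 (2.20e-05) and G2/M genes (0.0242) became higher, BAFF.2 (0.0444) lower, and stromal markers (0.691) turned lower without passing, and IL21.1 lost its call for 480 min minus the window (0.578).

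With the estimated correlation 4 lists passed at 60 min, 4 in the window, 3 at 480 min and 2 for 480 min minus the window, in place of 11, 12, 10 and 11. BCR.1 then had 0.713 in the window and 0.964 for 480 min minus the window. With fry 4 lists passed at 60 min, and BCR.1 had 0.130 and 0.383. Members in the brighter 50% of probe sets were too few among myeloid markers for a value. The random block, the trend with robust moderation, the brighter 50% and 1 probe set per gene moved no count by more than 1.5 times.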

Other observations

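Lysosomal genes rose singly, and their list passed with the preset correlation but, once adjusted, not with the estimated one. ATP6V0A1, TFEC, GPNMB and RRAGD were noticed first among the genes highest at 480 min, and a list of lysosome genes that left out those already seen was then tested. Of its 48 genes 26 rose and 0 fell at 480 min (median 0.60, camera p 0.0180 with an estimated correlation), with the tetraspanin CD63 at 2.45, the hydrolases GLA, NEU1 and CTSB at 2.43, 2.41 and 1.79, and the sterol carriers NPC2 and NPC1 at 1.58 and 1.35. Adjusted over the 16 tests of the 4 added lists the p was 0.0959, and 3.29e-18 with the preset correlation. Fry, which asks only whether the list changed, gave 0.000170. In the middle window 17 had risen already and 0 fell (p 0.0482, adjusted 0.193, and 1.32e-12 with the preset correlation). Between the window and 480 min 9 rose and 1 fell (median 0.30). There too the list passed with the preset correlation (adjusted p 7.52e-05) and not with the estimated one (p 0.243, adjusted 0.389). In that interval CD63 (0.91) and GLA (0.90) rose further, and NPC2 (0.95) rose, which had not passed in the window (0.62, adjusted p 0.177). CTSB (1.90) and RRAGC (1.90) stood no lower in the window than at 480 min, and SQSTM1 fell in between (-0.74, adjusted p 0.000449).

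MHC class II genes also rose: 7 of 9 at 480 min, HLA-DQB1 by 2.04, HLA-DQA1 by 1.55, HLA-DMB by 1.37, HLA-DPB1 by 1.33 and their activator CIITA by 0.94 (estimated correlation p 0.00993, adjusted 0.0959). Of 8 SLAM family genes SLAMF7 (5.98), LY9 (3.85), SLAMF1 (1.02) and CD48 (0.97) rose and SLAMF6 fell (-2.13) in the middle window (p 0.0125, adjusted 0.0959). With the preset correlation both lists passed (adjusted p 9.53e-10 and 0.00186). Both were written after members had been seen and hold them, so these p-values are not independent evidence. The fall of TXNIP and the later rise of SESN3, both raised by FOXO factors elsewhere, prompted a test of 21 further FOXO targets, which gave no fall as a group in the middle window (median 0.00, p 0.758). By the rule written beforehand this speaks against a fall. IL7R (-1.25) and INSR (-0.77) nevertheless fell while GABARAPL1 (0.75) and S1PR1 (0.48) rose, so the list decides little. OR5B21, an olfactory receptor gene, was higher in the window by 2.67. Its neighbour LPXN was higher by 1.37 (adjusted p 3.23e-07), so transcription from LPXN may account for the signal.

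The 4 arrays marked N resembled each other, which was looked at after seeing the data. Their deviations from the other arrays of their time, over genes outside BCR.1, correlated at 0.494 to 0.739 (6 pairs, median 0.601), while the 489 other pairs of different times had a median of 0.0103 and reached 0.494 in 27. The correlations are across genes and not over independent replicates. Each N array had the lowest BCR.1 index of its time (4 of 4, mean difference -0.154, exact within-time permutation p 0.0123, the smallest that 81 arrangements can give). A candidate explanation is a shared handling or culture condition; as 0 of 3 arrays at 0 min, 1 of 9 in the window and 1 of 3 at 480 min carry the letter, it may enter the comparison of 480 min with the window.

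Regrouping gave little by chance over the whole course: 1 of 100 regroupings, the real one, gave as many F calls as the real 3365, and the next gave 1. For the middle window the real grouping was again alone among 100 (1896 calls), with 812 when 210 min replicate 2 and 240 min replicates 2 and 3 were set against the rest. For 480 min minus the window it was 1 of 100, but replicate 2 of 180, 210 and 240 min against the other arrays gave 1349 calls beside the real 1447. That split sets 3 arrays of the window apart, 210 min replicate 2, 1 of the 3 arrays of smallest standard deviation, among them. It leaves 480 min replicate 2, which is marked N, on the other side. It thus cannot tell a structure of these 3 arrays from one of the replicate number. Arrays of number 2 resembled their own number best in 11 of 11 cases, and with the replicate number as a block 1973 passed. At single times 10 splits are too few to pass at 5%: the real split gave 36 calls at 60 min (2 in the highest other), 395 at 90, 415 at 120, 875 at 180, 1811 at 240, 2124 at 360 and 2198 at 480 min (0 in each other), and 1269 at 210 min (280 when 0 min replicate 1 was grouped with 210 min replicates 1 and 3). At each of these times it was 1 of 10. At 15 and 30 min all 10 of 10 splits gave at least the 0 calls of limma (389 and 263 probe sets at an unadjusted p under 0.05), with at most 1 call at 15 min and 0 at 30 min.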
